A study of Homo sapiens with 26 samples. Its data were reported in "p53 rapidly restructures 3D chromatin organization to trigger a transcriptional response" (2024).

How the data were processed

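Peak lists of 16 ChIP-seq libraries were analysed, 10 for H3K27ac and 6 for H3K4me1, in HCT116 cells and in the HCT116 derivative named for RAD21. The 10 input libraries of the series were not analysed here. Groups were taken from the sample labels (cell line, mark and hours of Nutlin-3a), with 2 replicates per group. The replicate number came from the same label. Peak names inside some lists carry another number, so a replicate block rests on the labels alone.

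According to the study's methods, paired-end reads were trimmed, mapped to GRCh37 with bowtie2, stripped of low-quality, duplicate and blacklisted reads, and passed to macs2, in narrow mode for H3K27ac and in broad mode for H3K4me1, with an input library as the control. The deposited lists hold 1 library each, so replicates were not pooled in them. For the untreated and the early WT H3K27ac libraries they hold other numbers of peaks than the study gives, and why was not determined. The fold of each peak is the authors' enrichment ratio over the local background of the peak caller, at the summit for narrow peaks and averaged over the region for broad ones. The −log10 p-value and −log10 q-value are likewise the authors' deposited values. The lowest −log10 q-value was 1.30 in the H3K27ac lists, as a threshold of q 0.05 gives, and 1.01 in the H3K4me1 lists. Since a peak's fold and p-value depend on the depth and background of its own library, both were used to rank or filter peaks within a list. They also served to recover the local background of each list. These backgrounds, and for H3K4me1 the highest p-values and the folds, were compared between lists only to describe technical differences. The summit position was also taken from the narrow peak lists. Peak ends lay within the GRCh37 lengths on all 25 chromosomes checked, and coordinates are given 1-based on that build.

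The lists give no read counts, so the depth per library was not used here and no interval for a library's signal could be set. The number of peaks (31640 to 49127 for H3K27ac, 84492 to 92943 for H3K4me1) and the lowest local background recovered from each list were used in its place. With 2 lists per group, an exact permutation test between 2 groups cannot reach a p-value of 0.05. Such tests were not run. The 95% Wilson intervals given for shares of regions cover counting error only.

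Peaks of all lists of a mark were merged where they overlapped, and a region was called in a list when a peak covered at least 1 bp of it. Gained regions were called in both lists of the later time point (or of the RAD21 line) and in neither reference list. Each count was set beside the 2 crossed splits of the same 4 lists. Overlaps between time points that share the 0 h lists were set beside 1000 shuffles of the calls within each region. On simulated data, planted regions were present in both lists of their side alone, so their full recovery only checks the procedure. Chance calls made up 9.47% and 7.92% of the simulated gained and lost calls. These shares follow from the simulated noise and do not estimate the share in the real lists. Overlap between lists was measured with the base-pair Jaccard index and an exact one-sided permutation test over all pairings. Promoters ran from 1000 bp upstream to 200 bp downstream of the transcription start sites of basic transcripts. Active enhancers were the intersections of regions called in both H3K27ac lists with regions called in both H3K4me1 lists of a time point, where the study had used consensus peaks from pooled replicates.

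Rank changes were fitted with limma (lmFit and eBayes with a trend) on normal scores of each region's within-list rank by −log10 p-value, over regions called in all lists of the mark, with 1 fit per mark and no covariates. Calls had a Benjamini-Hochberg adjusted p-value under 0.05. The cohesin interaction was the 1 h change in the RAD21 line minus that in WT. In simulations with 200 changed regions among 18757 H3K27ac regions, 83.0% to 90.0% of changes of 1 were recovered across the 5 comparisons, with at most 5.38% false calls. Among 60476 H3K4me1 regions 22.0% and 22.5% were recovered at 1 h and 10 h. Promoter sets were tested with limma's fry, adjusted over 2 lists and 8 contrasts. The lists were a canonical set of 41 p53 targets and 24 of the genes that the study's text named as distal targets, a small part of those it found. Response elements were tested with two-sided Fisher's exact tests, adjusted over 3 comparisons and 2 directions. The control decamer, foreseen as a scrambled sequence, was made by keeping the core and swapping the flanks.

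The local background under 5000 peaks per list was recovered from fold and p-value with the formulas of macs2 (fold as pileup plus 1 over background plus 1, Poisson upper tail). It was checked on simulated peaks with known backgrounds. These formulas hold at a single position, so for the broad H3K4me1 peaks, whose values are averaged over the region, the recovered background is only approximate.

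The regions named in the text followed a rule fixed before the data were examined: 11 promoters whatever their values, the 5 regions gained and the 5 lost at both time points with the highest mean rank, and in each rank contrast the 3 regions with the smallest p-value in each direction. Of the last, part are described in full, and 1 leading region is not reported here. The groups, main tests and a list of alternatives were also fixed before the data were examined. Alternatives fixed beforehand covered a 50% coverage requirement, a −log10 q-value of at least 5, equal list lengths, leaving out each list, ranking by fold, a replicate block, fits of the compared lists alone, camera, a 25 kb window for promoters, and for elements a 250 bp window, no mismatch and a GC-matched background. The peak name form as a term, counts within 1 form of peak name, and ranks adjusted for GC content and width were added after seeing the data. The GC-matched background was first a single random draw. After its odds ratios had been seen to depend on the draw, it was replaced by the draw with the median odds ratio of 101, and the range over the draws is given with the other alternatives.

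Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and in R 4.3.3 with limma 3.58.1. Figures were drawn with matplotlib 3.10.9.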

Results

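ChIP-seq of histone H3 acetylated at lysine 27 (H3K27ac, a mark of active promoters and enhancers) and histone H3 monomethylated at lysine 4 (H3K4me1, a mark of primed and active enhancers) was carried out in HCT116, a colorectal cancer cell line with wild-type p53. Cells had received either the vehicle DMSO (0 h) or Nutlin-3a, which frees p53 from its inhibitor HDM2, for 1 h or 10 h. Both marks were measured in the parental line (WT) at the 3 time points. H3K27ac was also measured at 0 h and 1 h in an HCT116 derivative named for RAD21, a subunit of cohesin. The study describes degradation of RAD21 in this derivative with an auxin analogue ahead of Nutlin-3a. The labels do not state that treatment, although the peak names in the lists of this derivative carry the letters KD, so the derivative is called the RAD21 line here. Untreated means without Nutlin-3a only, so the untreated RAD21 line may also differ from WT by RAD21 degradation. Each of the 8 groups held 2 libraries, each with its own peak list, which gave 10 H3K27ac lists and 6 H3K4me1 lists. The lists hold no read counts, so sequencing depth is described only through the number, width and strength of the peaks and the background recovered from them.

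The first question was how much of the genome each list called. In WT, H3K27ac lists held 33358 ± 875 peaks at 0 h (mean ± SD, n = 2), 36246 ± 6513 at 1 h and 47882 ± 1760 at 10 h. These are numbers in the deposited lists, which for the untreated and the early WT H3K27ac libraries differ from those the study gives, so the rise over time is described for the deposited lists only. The length covered was 30.8 ± 0.145 Mb, 45.7 ± 19.5 Mb and 65.4 ± 1.60 Mb (SD, n = 2). The SD at 1 h was large because replicate 1 covered 31.9 Mb and replicate 2 covered 59.5 Mb. In the RAD21 line, H3K27ac lists held 42050 ± 1933 peaks at 0 h and 39592 ± 706 at 1 h, over 51.2 ± 2.90 Mb and 63.4 ± 1.10 Mb (SD, n = 2). H3K4me1 lists were longer and differed by about the spread between replicates, with 88968 ± 3905 peaks at 0 h, 89846 ± 4379 at 1 h and 86862 ± 3351 at 10 h (SD, n = 2). When only peaks with a −log10 q-value of at least 5 were kept, the WT H3K27ac lists differed less in length, at 26433 ± 611, 26360 ± 747 and 28584 ± 247 peaks (SD, n = 2). A comparison of 2 lists with 2 lists has too few arrangements for an exact permutation p-value under 0.05, so these group differences were not tested.

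The H3K27ac lists fell into 2 technical batches that the groups do not explain. The peak names of WT 0 h replicates 1 and 2 and of WT 1 h replicate 1 lacked the word input, which the names of the other 7 H3K27ac lists and of all 6 H3K4me1 lists carried. The local background that the peak caller had set against each peak was recovered from the fold and the p-value of 5000 peaks per list. In the 3 lists named without input, this background rose with the height of the peak, with Spearman's rho across peaks of 0.874, 0.890 and 0.905. In the other 7 lists rho lay between −0.0265 and 0.641. Peaks of one list are not independent replicates, so no p-value is attached to rho. The strongest 10% of peaks had a background 8.51 to 12.6 times that of the weakest 10% in the 3 lists, and 1.00 to 2.09 times in the 7. Peaks on the mitochondrial chromosome were present only in the 3 lists, which held 4, 3 and 3 of them. All 0 h lists of WT H3K27ac were thus in one batch, all 10 h lists in the other, and the 1 h lists in both. For WT H3K27ac at 10 h against 0 h, batch and treatment therefore cannot be told apart from the peak calls of WT alone.

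**Figure D1:**
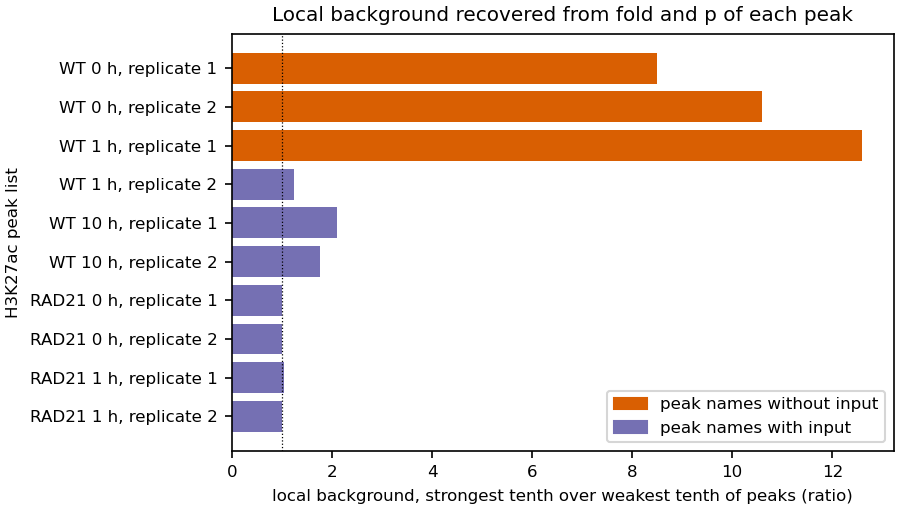
Ratio of the recovered local background under the strongest 10% of peaks to that under the weakest 10% (horizontal axis) for each H3K27ac list, in orange for lists whose peak names lack the word input and in purple for those that carry it. The 3 orange bars lie between 8.51 and 12.6 and the purple bars between 1.00 and 2.09, and the dotted line marks a ratio of 1.

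Whether lists of the same group overlapped more than lists of different groups was asked with the base-pair Jaccard index, the shared length divided by the length covered by either list. For H3K27ac the mean index was 0.665 over the 5 same-group pairs and 0.513 over the other pairs, and no other of the 945 ways to pair the 10 lists gave as high a mean (exact one-sided permutation p-value 0.00106, the smallest these pairings allow). The order of the pairs depended on the batch. Same-group pairs with the same form of peak name had a mean index of 0.716 (4 pairs), whereas the WT 1 h pair, whose names differ, had 0.461. Lists of different groups with the same form of name had a mean of 0.5996 (20 pairs), above the WT 1 h pair, and those with different forms 0.426 (20 pairs). For H3K4me1, the same-group mean was 0.763 and that of the other pairs 0.731. It was the highest of the 15 possible pairings, which cannot give an exact one-sided permutation p-value under 0.0667. Among the alternatives, keeping peaks with a −log10 q-value of at least 5 raised the H3K27ac same-group mean to 0.723, with the same rank among the pairings.

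**Figure D2:**
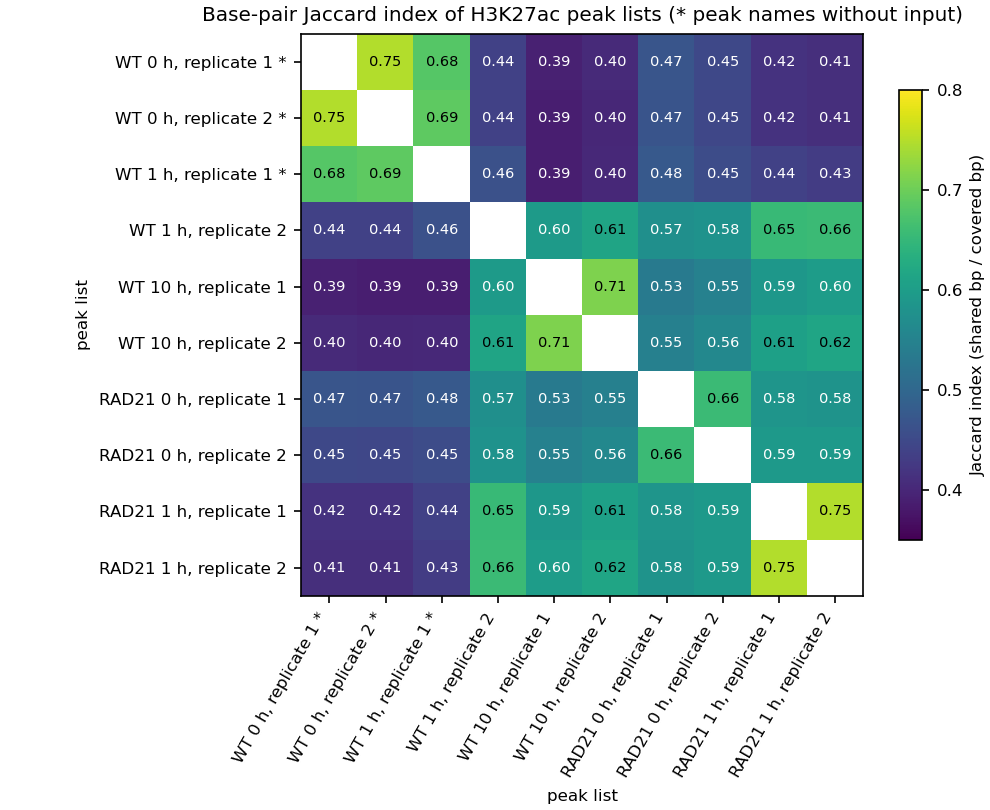
Base-pair Jaccard index (colour and printed value) for each pair of the 10 H3K27ac peak lists, with an asterisk on the 3 lists whose peak names lack input. The WT 1 h replicate 1 list has an index of 0.689 with a WT 0 h list and of 0.461 with its own replicate.

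Regions were next compared over time. Peaks of all lists of a mark were merged into 87570 H3K27ac and 110269 H3K4me1 regions. A region was gained when called in both Nutlin-3a lists and neither 0 h list, and lost in the opposite case. For WT H3K27ac at 1 h, 1320 regions were gained and 1159 lost. The crossed splits of the same 4 lists, which part replicates and hold no treatment difference, gave 869 and 1001 regions in all, against 2479 for the real split. At 10 h, 10018 regions were gained and 1668 lost, with 597 and 572 in the crossed splits. For H3K4me1, 3635 regions were gained and 1932 lost at 1 h (crossed splits 2799 and 2294 in all), and 2902 were gained and 2519 lost at 10 h (1900 and 2671). With 3 splits per comparison no permutation p-value under 0.05 exists. Among the alternatives that kept all lists, the one that moved these counts most required a −log10 q-value of at least 5 for presence while absence stayed at the authors' threshold. It left 428 gained and 316 lost H3K27ac regions at 1 h and 2739 gained and 524 lost at 10 h, and for H3K4me1 14 gained and 15 lost at 1 h and 190 gained and 2 lost at 10 h. Leaving out single lists moved the WT H3K27ac counts at 1 h further, to 11534 gained without 1 h replicate 1 and 4490 lost without 0 h replicate 2.

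Within the batches, the counts were recomputed where lists allowed. Among lists named without input, the single 1 h list against both 0 h lists gave 3915 gained and 1970 lost regions. This comparison asks for 1 fewer call than the pooled one. For 10 h against 0 h no within-batch value exists, because each group lies in a batch of its own. Among lists named with input, both 10 h lists against the single 1 h list gave 8472 gained and 8357 lost regions, and all lists together gave 7789 gained and 1644 lost. The loss against a single 1 h list needs 1 call fewer, so these losses are not comparable. The WT 1 h list named with input against its replicate named without it, which share cell line and treatment, differed by 12128 regions one way and 4411 the other. The pooled 1 h gain was limited by WT 1 h replicate 1, without which it rose from 1320 to 11534 regions.

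**Figure D3:**
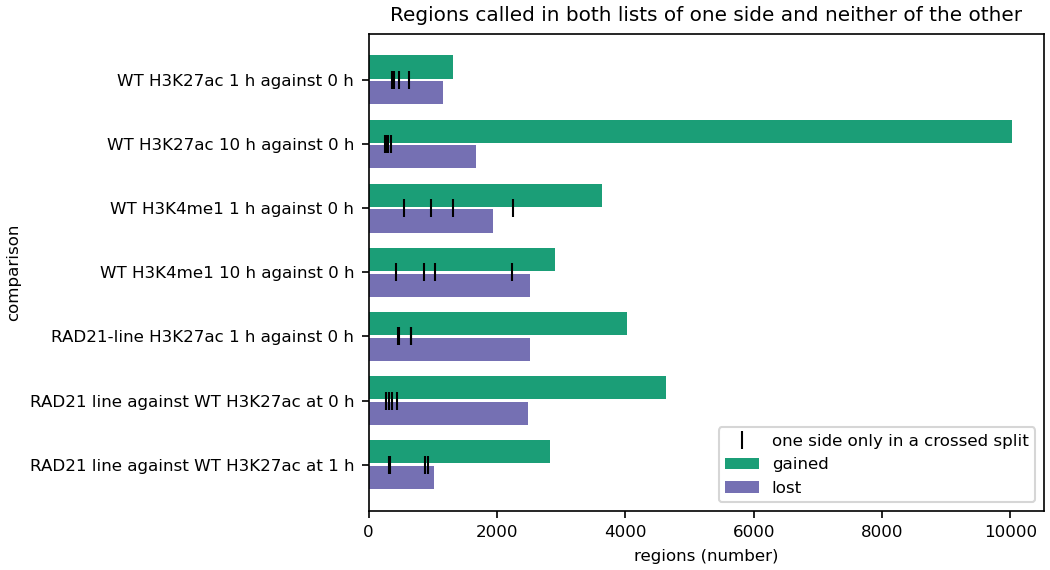
Number of regions (horizontal axis) called in both lists of the first-named side and neither list of the other (gained, green) or the reverse (lost, purple) in each of the 7 comparisons. Black ticks give the one-sided counts of the crossed splits of the same 4 lists, and the WT H3K27ac gain at 10 h, 10018 regions, exceeds its ticks by the widest margin.

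Because the 1 h and 10 h comparisons share the 0 h lists, their overlap was set beside 1000 shuffles of the 6 WT calls within each region. For H3K27ac, 345 regions were gained at both time points, where the shuffles gave 163 ± 12.4 (SD) and at most 201. For regions lost at both the count was 644, below the shuffled mean of 757. The shuffles treat the 6 lists as alike. However, the 10 h H3K27ac lists were longer than the 0 h lists and lay in the other batch. More gains and fewer losses than in the shuffles can follow from that alone. H3K4me1 gains at both (346) and losses at both (674) lay below or near the shuffled means of 401 and 691. Among the regions gained at both, the 5 with the highest mean rank in the 4 Nutlin-3a lists were all intergenic in GRCh37. The first lay on chromosome 11 from 68041584 to 68044713, 3707 bp from the nearest transcription start site of a protein-coding gene, that of C11orf24. It ranked at percentile 51.3 ± 34.4 of the list at 1 h, so the 1 h lists placed it far apart, and at 81.0 ± 0.37 at 10 h (SD, n = 2). Others lay on chromosome 2 from 232565863 to 232567620, 5653 bp from PTMA, and on chromosome 17 from 16763514 to 16766120. All 5 were also called in both untreated lists of the RAD21 line, whose names carry input. Of the 5 leading regions lost at both, the first lay on chromosome Y from 10019200 to 10020005, and another on chromosome 17 from 45213581 to 45214074 in an intron of CDC27. Of these 5, the region on chromosome 4 from 148374429 to 148375279 was called in both untreated RAD21-line lists and the others in neither.

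Active enhancers, defined after the study as the intersection of H3K27ac with H3K4me1, were taken here from regions called in both lists of each mark. There were 28704 at 0 h, 27354 at 1 h and 32915 at 10 h, covering 25.5, 46.4 and 52.6 Mb. Of the 35540 in the union, 21576 (60.7%) were active at all time points, 5918 (16.7%) at 10 h alone, 1702 (4.79%) at 1 h alone and 1757 (4.94%) at 0 h alone. H3K4me1 was present at 96.5% of the H3K27ac regions at 0 h, 98.4% at 1 h and 81.3% at 10 h. Intersections that overlapped no promoter numbered 15336, 13451 and 18614, which was the alternative that moved these counts most. The H3K27ac side carries the batch difference described above. There is 1 consensus set per time point, so these values have no replicate spread.

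The RAD21 line was measured to ask whether the early response needs cohesin. At 1 h against 0 h, 4032 H3K27ac regions were gained and 2514 lost in this line, with 1140 and 1114 in all in the crossed splits. All 4 of its lists are named with input. Of the gained regions, 303 were also gained in WT at 1 h, and 85 regions were lost in both. No chance level is set beside these counts, since regions called in every list can be neither gained nor lost and a level over all regions would be too low. At 0 h, 4631 regions were called only in the RAD21 line and 2481 only in WT (crossed splits 681 and 718). Here the lines differ in their form of peak name as well. At 1 h the numbers were 2831 and 1011 (crossed splits 1257 and 1195). With the single WT 1 h list named with input as the reference they became 3828 and 8319, but the side called only in WT then needs 1 call fewer, which raises it whatever the batch.

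Strength was compared through ranks within each list, since each peak's fold and p-value are the authors' own and depend on its library. Each region called in every list of its mark received the normal score of its rank by −log10 p-value within each list, and groups were compared with limma, so a change of 1 is 1 SD of the list's scores. This covered 18757 H3K27ac and 60476 H3K4me1 regions. In WT, 2683 H3K27ac regions ranked higher and 2777 lower at 1 h than at 0 h (limma, Benjamini-Hochberg adjusted p-value under 0.05), and 1820 ranked higher and 1606 lower at 10 h. In the RAD21 line, 2693 ranked higher and 2510 lower at 1 h. For H3K4me1 the counts were 176 and 184 at 1 h and 372 and 14 at 10 h, on a fit that recovered 22.0% and 22.5% of simulated changes of 1. Between the lines, 3147 regions ranked higher and 3881 lower in the RAD21 line at 0 h, and 1065 higher and 1155 lower at 1 h.

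These counts depended on the batch and on the measure that was ranked. A fit with the form of peak name as a term kept 356 of the 3426 WT calls at 10 h in the same direction and gave 386 higher and 437 lower. At 1 h in WT it kept 4277 of 5460 calls. This term rests only on the WT 1 h pair, with 1 list of each form, so that batch and replicate are confounded in it. It takes up the difference within that pair, and the median residual SD fell from 0.154 to 0.120. In the RAD21 line at 1 h it left the changes as they were, yet calls rose from 5203 to 7840. Calls that appear there with the term thus come from the smaller spread. Ranking by fold enrichment in place of the p-value gave 0 calls in WT at 1 h, in the RAD21 line at 1 h and between the lines at 1 h, where 3706, 2667 and 3304 regions had an unadjusted p-value under 0.05. At 10 h in WT that ranking gave 1892 higher and 1796 lower.

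The regions with the smallest p-values in each contrast and direction were named by rule. In WT at 1 h the promoter of MCMBP on chromosome 10 from 121630520 to 121633290 rose by 1.80 ± 0.142 (change ± SE, limma adjusted p-value 4.27e-05), and the promoter of IRF9 on chromosome 14 from 24628330 to 24631452 changed by −1.75 ± 0.127 (adjusted p-value 4.27e-05). At 10 h a region in an exon of TMOD3 on chromosome 15 from 52154999 to 52158709 rose by 2.70 ± 0.188 (adjusted p-value 1.71e-05), and the promoter of SPC25 on chromosome 2 from 169745986 to 169747074 changed by −2.05 ± 0.142 (adjusted p-value 1.71e-05). In the RAD21 line at 1 h the promoter of FANCA on chromosome 16 from 89880570 to 89884120 rose by 1.62 ± 0.125 (adjusted p-value 9.50e-06), and that of CHAC1 on chromosome 15 from 41244239 to 41246727 changed by −1.91 ± 0.114 (adjusted p-value 4.82e-06). Each of these was called in the same direction with the form of peak name as a term. For FANCA and CHAC1 the term cannot alter the change in the RAD21 line, so it is no check of them.

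Whether the 1 h response differed between the lines was tested as an interaction. Relative to WT, 2194 regions changed toward a higher rank in the RAD21 line and 2068 toward a lower rank. The term for the peak name form, with its smaller residual spread, gave 3241 and 2794 and kept 95.1% of the calls. Ranking by fold gave 0 calls in either direction, with 2608 regions at an unadjusted p-value under 0.05. Across regions, the changes at 1 h in the lines had a Pearson correlation of 0.134, and 0.0905 with the term. Regions are not independent replicates, so no p-value is given. The promoter of CREBRF on chromosome 5 from 172482687 to 172485405 had an interaction of 2.43 ± 0.213 (SE, limma adjusted p-value 3.07e-05) and an exon of LONRF2 on chromosome 2 from 100906083 to 100910452 one of −2.39 ± 0.158 (adjusted p-value 1.19e-05).

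Promoters of p53 target genes were tested as sets with limma's fry, over 16 tests of 2 lists. Fry asks whether a set changed at all, not whether it changed more than other regions. In the H3K27ac contrasts 28.9% to 46.9% of all regions had an unadjusted limma p-value under 0.05. The canonical list held 41 genes fixed before the data were examined, with 39 H3K27ac promoter regions called in every list. Its median rank change was 0.0189 in WT at 1 h (20 of 39 regions higher, fry adjusted p-value 0.0480), 0.228 in WT at 10 h (32 of 39, 0.00164) and 0.230 in the RAD21 line at 1 h (27 of 39, 0.00164). The interaction had a median of 0.211 (28 of 39, fry adjusted p-value 0.0295). The second list held 24 of the genes that the study's text named as distal targets from these libraries, also fixed beforehand. It is a small part of the study's distal targets and is not independent evidence. Its 24 regions had a median change of 0.236 in WT at 1 h (16 of 24, fry adjusted p-value 0.00164), 0.293 in the RAD21 line at 1 h (16 of 24, 0.00901) and −0.0493 in WT at 10 h (10 of 24 higher, 0.154). The interaction on this list was −0.107 (fry adjusted p-value 0.0782), so a difference between the lines was not shown for these 24 genes. The study, with read counts at its larger set of distal targets, reported that RAD21 degradation hindered the early gain of promoter H3K27ac. Ranks at 24 genes, with WT 1 h lists of both batches, are another measure and do not test that result. Between the lines at 1 h the canonical list had a median of 0.0986 (adjusted p-value 0.0144) and the distal list −0.131 (0.0480). At 0 h the values were −0.0737 (0.627) and 0.105 (0.649). For H3K4me1 no set passed an adjusted p-value of 0.05, the smallest being 0.0529 for the canonical list at 10 h. With the peak name term, the canonical list in WT at 1 h had an adjusted p-value of 0.0695, within a range of 0.0480 to 0.672 over its settings. Camera with an estimated correlation, which compares a set with the other regions, called none of these sets (smallest adjusted p-value 0.266). All fry calls thus rest on fry alone and do not show a change particular to p53 targets.

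Named promoters were fixed beforehand whatever their values, and all 11 were called in every H3K27ac list. The MDM2 promoter, on chromosome 12 from 69200550 to 69206016, rose from percentile 95.4 ± 1.0 at 0 h to 98.97 ± 0.4 at 1 h in WT (SD, n = 2), a rank change of 0.65 ± 0.16 (SE, limma adjusted p-value 0.0098), and by 0.62 ± 0.16 in the RAD21 line (adjusted p-value 0.013). The BAX promoter, on chromosome 19 from 49457238 to 49459666, rose by 0.50 ± 0.14 at 1 h and 0.64 ± 0.14 at 10 h in WT (adjusted p-values 0.018 and 0.0095) and by 0.75 ± 0.14 in the RAD21 line (0.0018). With the peak name term the BAX change at 10 h was 0.47 (limma adjusted p-value 0.18). The JAG2 promoter, on chromosome 14 from 105627626 to 105635792, rose by 0.91 ± 0.12 at 1 h in WT (adjusted p-value 0.00034) and by 0.44 ± 0.12 in the RAD21 line (0.018). The BRD7 promoter, on chromosome 16 from 50401269 to 50403429, changed by −0.67 ± 0.20 at 10 h in WT (adjusted p-value 0.032), which became −0.10 (0.87) with the peak name term, and rose by 0.59 ± 0.20 at 1 h in the RAD21 line (0.040). At 1 h in WT its change of 0.49 (adjusted p-value 0.078) became 0.78 (0.00091) with the term. In that line at 1 h the LAMC1 promoter, on chromosome 1 from 182990951 to 182994054, rose by 0.38 ± 0.13 (adjusted p-value 0.043), and the PCM1 promoter, on chromosome 8 from 17778968 to 17782186, changed by −0.40 ± 0.13 (0.038). The TGFA promoter, on chromosome 2 from 70779034 to 70782044, rose by 0.35 ± 0.11 at 10 h in WT (adjusted p-value 0.047, and 0.15 with the term). The promoters of TENT4B, on chromosome 16 from 50186059 to 50188854, and S100A1, on chromosome 1 from 153598634 to 153601445, were not called in any comparison over time without the term, and with it TENT4B was called in the RAD21 line (0.016). The PLK2 promoter, on chromosome 5 from 57754174 to 57758965, changed by −0.37 ± 0.12 at 1 h in WT (adjusted p-value 0.031), and its interaction between the lines was 0.60 ± 0.16 (0.019). Its change of 0.23 in the RAD21 line was called only with the term (0.15 without it and 0.043 with it). The CDKN1A region, on chromosome 6 from 36643167 to 36655088, lay at percentile 66.5 ± 3.1 at 0 h, 77.8 ± 12.8 at 1 h and 85.4 ± 1.0 at 10 h in WT, and at 85.2 ± 0.4 and 89.1 ± 0.1 in the RAD21 line at 0 h and 1 h (SD, n = 2). Its changes over time did not pass the threshold, with limma adjusted p-values of 0.072 at 1 h and 0.054 at 10 h in WT and 0.26 in the RAD21 line, although with the term the last was 0.044. The calls of TENT4B, PLK2 and CDKN1A in the RAD21 line with the term come from a smaller residual spread, not from altered changes. The untreated RAD21 line ranked above untreated WT at CDKN1A by 0.62 ± 0.16 (adjusted p-value 0.0095), a difference of 0.02 once the peak name term was fitted. JAG2 also ranked higher there, by 0.40 ± 0.12 (adjusted p-value 0.021), and S100A1 lower, by −0.55 ± 0.14 (0.0081), and both lost the call with the term. PCM1 (0.60 ± 0.13, adjusted p-value 0.0032) and TENT4B (−0.70 ± 0.12, 0.00066) kept it. At 1 h PLK2 (0.48 ± 0.12, adjusted p-value 0.020) and PCM1 (0.45 ± 0.13, 0.042) ranked higher in the RAD21 line. No H3K4me1 promoter of the 11 changed past the threshold.

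**Figure D4:**
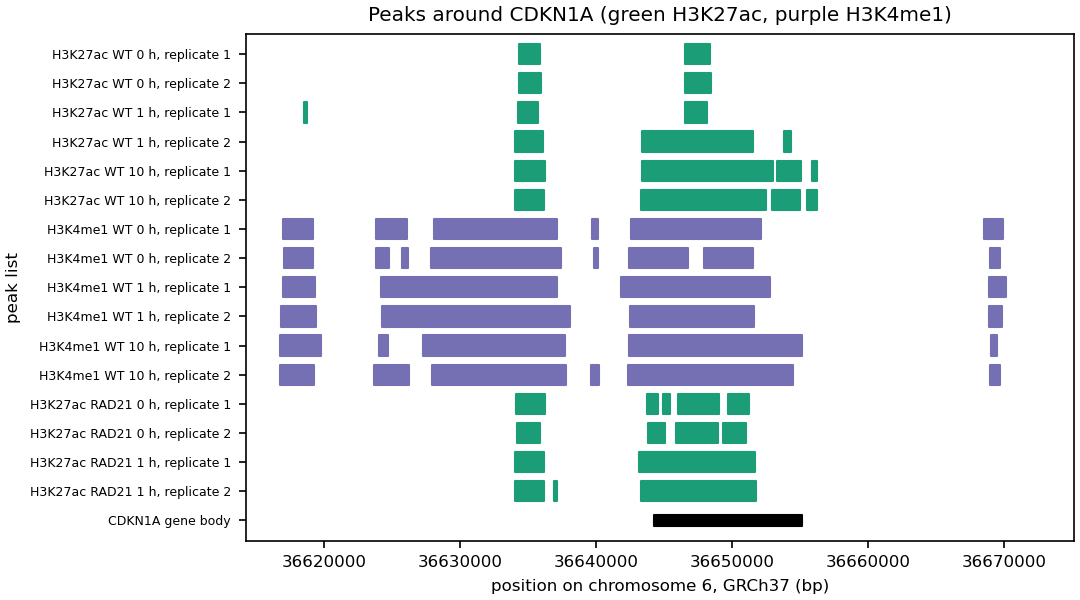
Peaks called around CDKN1A on chromosome 6 (position in bp, GRCh37) in each list, green for H3K27ac and purple for H3K4me1, with the gene body in black from 36644237 to 36655114. The 3 H3K27ac lists named without input cover 3343 to 3514 bp of the map and the other 7 cover 7736 to 14051 bp, the untreated RAD21 line included.

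Finally, p53 response elements were searched within 500 bp of the strongest summit of each region, as a pair of RRRCWWGYYY decamers 0 to 13 bp apart with at most 1 mismatch. In WT at 10 h, 492 of 10018 gained regions (4.91%, 95% Wilson interval 4.50 to 5.35) held an element, against 344 of 21689 regions called in all 4 lists (1.59%), an odds ratio of 3.20 (two-sided Fisher's exact test, adjusted p-value 6.41e-60 over 6 tests). At 1 h in WT the numbers were 38 of 1320 (2.88%) against 1.40%, an odds ratio of 2.09 (Fisher's exact test, adjusted p-value 2.69e-04). In the RAD21 line at 1 h they were 47 of 4032 (1.17%) against 1.24%, an odds ratio of 0.937 (Fisher's exact test, adjusted p-value 0.756). The difference between the lines was not tested. Lost regions had odds ratios of 0.601 at 10 h and 1.11 at 1 h in WT and 1.38 in the RAD21 line, none past an adjusted p-value of 0.05. A control decamer with its flanks swapped (YYYCWWGRRR) gave 1.25 for the 10 h gain (Fisher's exact test, adjusted p-value 0.0190) and 1.49 for the gain in the RAD21 line (0.00109), above the element value of that line. Regions, not replicates, are the units of these tests. Gained regions had a lower GC content than the background (48.4% against 56.5% at 10 h). With a background matched on GC content the odds ratio was 2.23 at 10 h (Fisher's exact test, adjusted p-value 6.18e-23) and 1.54 at 1 h (0.188), and the RAD21-line value fell to 0.640 (0.0422). Within the lists named with input, regions gained from 1 h to 10 h had an odds ratio of 3.12 (Fisher's exact p-value 5.20e-62).

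**Figure D5:**
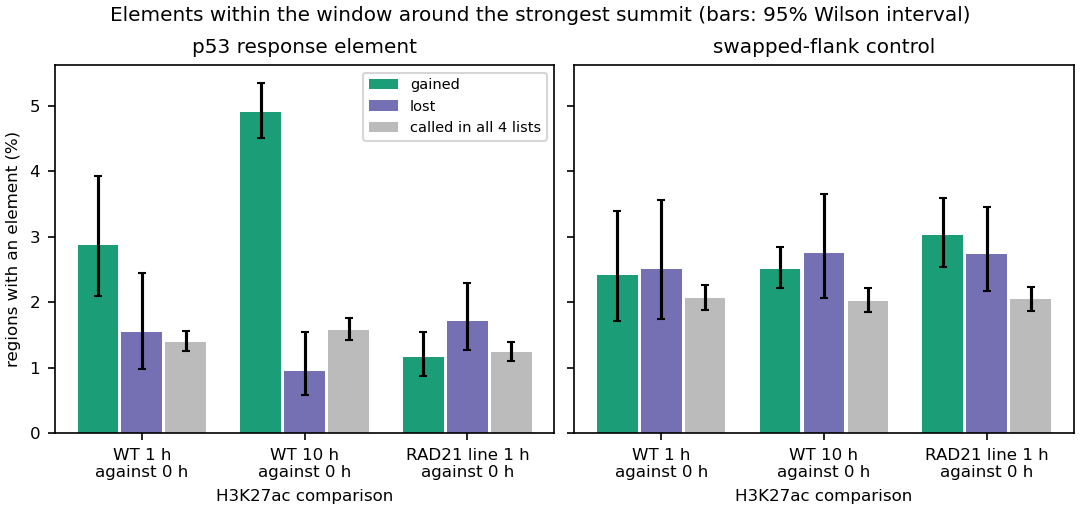
Percent of H3K27ac regions (vertical axis) with a p53 response element (left) or the swapped-flank control (right) within 500 bp of the strongest summit, for gained, lost and shared regions of each comparison, with 95% Wilson intervals that cover counting error only. The gained regions of WT at 10 h stand at 4.91% and those of the RAD21 line at 1.17%.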

Values the study reported

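The study counted 2105 functional p53 binding sites, meaning bound sites that carried H3K27ac after Nutlin-3a. It placed 137 of these, or 6.5%, at promoters and 901 at active enhancers. It named 340 distal target genes of p53. Its libraries were sequenced to at least 20 M valid read pairs for H3K27ac and 45 M for H3K4me1.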

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

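The test of the peak name form on the interaction was chosen after the result was seen, and the adjustment of ranks for GC content and width was an added alternative.

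The H3K27ac response at 1 h differed between the lines in a direct test of the difference, with 2194 regions changing toward a higher rank and 2068 toward a lower rank in the RAD21 line relative to WT. Several technical explanations apply. If the input difference among the WT lists had made the pattern, its calls should have gone with the form of peak name as a term. With it, 95.1% of the calls were kept in the same direction. That term rests on the WT 1 h pair, where batch and replicate are confounded. It also lowered the median residual SD from 0.154 to 0.120, which by itself adds calls. The share kept therefore cannot exclude the input difference. Adjusting each list's ranks for the GC content and width of the regions gave 4676 calls in all, so these trends are not the whole cause. Against that, ranking by fold gave 0 calls in either direction, with 2608 regions at an unadjusted p-value under 0.05, and the residual spread of that fit was wider (median SD 0.305 against 0.154). Whether the calls reflect enrichment or the p-value's dependence on depth, which the lists do not give, stays open. A biological difference between the lines is also open and untested. The study describes degradation of RAD21 in this line, which the labels do not state.

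At canonical p53 target promoters the same interaction had a median of 0.211, toward a higher rank in the RAD21 line (28 of 39 regions). It kept an adjusted p-value of 0.0388 by fry with the peak name term, within a range of 0.0112 to 0.446 over its settings. It did not pass the threshold when ranks were taken by fold (median 0.202), with the replicate block, with regions within 25 kb (0.104), or under camera with an estimated correlation. The technical explanations above apply here too, and depth in particular may contribute.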

How the results depend on the processing

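The fits with the form of peak name as a term, the counts within 1 form of peak name and the ranks adjusted for GC content and width were chosen after the data were seen, and the other alternatives before. In all, 743 alternative values were computed for 134 results. Unless a construction is named, the cause of a change was not tested.

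The grouping of lists kept its rank among all pairings under each of its 3 alternatives, for both marks. The direction of the WT H3K27ac gain at 10 h over the loss held under every alternative run on it, and its element odds ratio stayed past the threshold in every setting.

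Counts of gained and lost regions moved under many alternatives. When presence needed a −log10 q-value of at least 5 and absence stayed at the authors' threshold, gained and lost H3K27ac regions in WT numbered 428 and 316 at 1 h and 2739 and 524 at 10 h. For H3K4me1 they numbered 14 and 15 at 1 h and 190 and 2 at 10 h. The RAD21 line gave 1949 and 398, and the lines against each other 1301 and 1109 at 0 h and 935 and 362 at 1 h. By construction this removes weak peaks. With the same threshold for presence and absence, the WT H3K27ac gain at 10 h was 3560, the H3K4me1 gain 1482 at 1 h and 1092 at 10 h with a loss of 1300, the RAD21-line loss 809, and between the lines the gain at 0 h 1826 and the loss at 1 h 619. Regions lost at both time points then numbered 425 for H3K27ac and 402 for H3K4me1, and H3K4me1 gains at both 119. With lists of equal length, the WT gain at 10 h was 3930, the RAD21-line loss 1418, and the gains between the lines 2396 at 0 h and 1789 at 1 h. The larger side between the lines at 0 h changed in both settings, with losses of 2007 at the stricter q-value and 2935 at equal length, each above the gain. For WT H3K27ac at 1 h it changed at equal length, with 1091 gained and 1152 lost. For H3K4me1 at 10 h it changed at the stricter q-value (1092 and 1300) and with peaks covering 50% of a region (3540 and 3675). For H3K4me1 at 1 h it changed when presence alone was stricter (14 and 15). When peaks had to cover 50% of a region, the H3K27ac gain at 1 h was 2297, the H3K4me1 gain at 1 h 6137 and the gain between the lines at 0 h 7705. Within lists of 1 form of peak name, the WT 1 h gain was 3915 and the loss 1970, and the loss between the lines at 1 h 8319, where 1 list fewer had to meet the rule.

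Leaving out 1 list of a comparison in turn also relaxes the rule, which raises every count. The ranges of gained regions were 1917 to 11534 (WT H3K27ac 1 h), 10766 to 19326 (10 h), 5195 to 11935 (H3K4me1 1 h), 3884 to 6984 (H3K4me1 10 h), 5187 to 8605 (RAD21 line), 5201 to 14174 (between lines at 0 h) and 3828 to 7650 (at 1 h). Those of lost regions, in the same order, were 1970 to 4490, 2347 to 4901, 3487 to 7062, 3951 to 9407, 3215 to 10882, 3254 to 5959 and 1398 to 8319. The highest gain at 1 h came without WT 1 h replicate 1, and the highest loss between the lines at 1 h without the same list.

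Enhancers that overlapped no promoter numbered 15336, 13451 and 18614 at 0, 1 and 10 h, with 23552 in the union and 9230 active at every time point. This follows from the narrower definition.

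Rank change calls moved with the measure ranked. Ranking by fold gave 0 calls in both directions for WT at 1 h, the RAD21 line at 1 h, the lines at 1 h and the interaction, with 3706, 2667, 3304 and 2608 regions at an unadjusted p-value under 0.05. It gave 1949 higher and 2171 lower between the lines at 0 h, and for H3K4me1 2 and 4 at 1 h and 4 and 0 at 10 h. Fits of the compared lists alone gave 844 and 936 for WT at 1 h, 3512 and 3564 for WT at 10 h, 4251 higher for the RAD21 line and 97 lower for H3K4me1 at 1 h. Between the lines at 1 h they gave 0 and 0, with 4403 regions at an unadjusted p-value under 0.05. With the form of peak name as a term the counts were 386 and 437 for WT at 10 h, 4261 higher for the RAD21 line, 2478 lower between the lines at 0 h, and 1891 and 1825 at 1 h. Ranks adjusted for GC content and width gave 605 and 680 for WT at 10 h. Counts of calls without each list are not given, since leaving a list out leaves a group with 1 list.

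The replicate numbers of the labels did not pair the lists: deviations of lists with the same number correlated between −0.0501 and 0.0309 across regions. Peak names inside some lists carry another number, and a pairing by those was not tested. With the replicate number as a block, the lines at 1 h differed by 277 regions higher and 350 lower. The canonical set lost its call for the interaction (0.211), for the lines at 1 h (0.142) and for WT at 1 h (0.0189), and the distal set for the lines at 1 h (−0.107). The block changed no other call of the promoter sets and moved no other count of calls by over 1.5 times.

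Medians of the promoter sets reversed as follows. The distal set between the lines at 0 h, 0.105, became −0.0792 with the peak name term and −0.0188 with ranks adjusted for GC content and width, both past the threshold. Between the lines at 1 h it went from −0.131 to 0.191 when ranked by fold. In WT at 10 h it went from −0.0493 to 0.140 when ranked by fold and to 0.0273 with regions within 25 kb. The canonical set in WT at 1 h, 0.0189, became −0.0270 with regions within 25 kb, and between the lines at 0 h it went from −0.0737 to 0.0181 when ranked by fold. Ranking by fold removed the calls of the canonical set for the interaction (0.202), the lines at 1 h (0.407), the RAD21 line (0.236) and WT at 1 h (0.184), and of the distal set for the RAD21 line (0.225) and WT at 1 h (0.382). Regions within 25 kb removed those of the canonical set for the interaction (0.104) and the RAD21 line (0.116), and of the distal set for the RAD21 line (0.118) and the lines at 1 h (−0.0635). Fits of the compared lists alone removed those of the canonical set for the lines at 1 h (0.101) and WT at 1 h (0.0177) and of the distal set for the lines at 1 h (−0.123). The canonical call in WT at 1 h was also lost with the peak name term (0.0803) and with adjusted ranks (0.0476). The distal set in WT at 10 h passed the threshold downward with the peak name term (−0.0797) and adjusted ranks (−0.0928). With the compared lists alone fry called it upward although its median was −0.0466. Camera with an estimated correlation leaves medians as they are and called none of the 8 sets called by fry, whose medians were 0.211, 0.0986, 0.230, 0.0189 and 0.228 for the canonical set and −0.131, 0.293 and 0.236 for the distal set.

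Without each list in turn, canonical medians ranged from −0.0873 to −0.0417 between the lines at 0 h, 0.104 to 0.136 at 1 h, 0.207 to 0.261 in the RAD21 line, 0.00826 to 0.0803 in WT at 1 h, 0.171 to 0.264 at 10 h and 0.189 to 0.227 for the interaction. For H3K4me1 they ranged from −0.0464 to −0.0280 at 1 h and 0.122 to 0.165 at 10 h. Distal medians ranged from 0.0361 to 0.131 between the lines at 0 h, −0.161 to −0.0428 at 1 h, 0.236 to 0.295 in the RAD21 line, 0.162 to 0.396 in WT at 1 h, −0.0646 to −0.0231 at 10 h and −0.282 to −0.0218 for the interaction. For H3K4me1 they ranged from −0.108 to −0.0611 at 1 h and −0.0502 to 0.0806 at 10 h.

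The element odds ratio of WT gains at 1 h, 2.09, lost its call with no mismatch (2.40), with stricter presence (1.896) and with a GC-matched background (1.54). Losses in WT at 10 h passed the threshold with the matched background (0.439) and the 250 bp window (0.253), gains in the RAD21 line with the matched background (0.640), and losses in that line with the 250 bp window (1.61). The matched values depended on the draw, with odds ratios from 1.03 to 2.42 for WT gains at 1 h and 0.517 to 0.822 for RAD21-line gains, and the number of draws was raised after the first had been seen.

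Of the single promoters and list lengths, 8 other values moved, 6 lost a call and 4 gained one under alternatives that kept all lists. These 8 moved values are the numbers of peaks at the stricter q-value, and the calls changed with the peak name term. Leaving out single lists moved 32 further values, none of them a list length. Depth, which the lists do not give, limits each of these comparisons, since weak peaks are called or missed with the number of reads.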

Other observations

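The GC-matched background was fixed beforehand as an alternative, but its use as a test of GC content, its number of draws and the test of Nutlin-3a between 1 h and 10 h were chosen after the result was seen. The fits with the form of peak name as a term and the ranks adjusted for GC content and width were added alternatives.

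The 3 H3K27ac lists whose peak names lack the word input differ from the other 7 in more than their names. A candidate explanation is that their peaks were called without an input library, in which case the background is estimated from the ChIP reads themselves and rises with the peak. The lowest rho of the 3 lists was 0.874, above the 0.641 of the highest among the 7. The mitochondrial peaks in the 3 lists alone would go with it. A difference in depth was tested through the lowest background of each list, taken at the first percentile. The WT 0 h lists had 5.01 and 3.68, above the range of 1.73 to 3.43 of the 7, and the 1 h list among the 3 had 2.67, inside it. If the 3 lists had no input, their background comes from ChIP reads and is not comparable with that of the 7. A difference in depth therefore stays open. The labels do not state how the control was used in each list. No biological explanation was tested, since the 3 lists cross the groups.

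The 10018 regions gained in WT at 10 h carry this difference in full. Of them, 43.3% were also called in an untreated RAD21-line list, named with input, against 94.8% of regions called in all 4 WT lists. Among regions called in no 10 h list and no 0 h list the share was 51.0%. Such regions are present only because a remaining H3K27ac list called them, which raises their share. Of the gained regions, 71.1% were missing from the WT 1 h list named with input. Neither comparison decides: the untreated RAD21 line differs from WT by its cells and by any RAD21 degradation, and a single 1 h list has no replicate. The input difference and 10 h of Nutlin-3a cannot be told apart for the gain as a whole.

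Response elements for p53 give a narrower view of the same regions. If the input difference had made the enrichment, regions gained in the untreated RAD21 line against untreated WT, which hold the input difference and no Nutlin-3a, should show it. These regions also hold the difference between the lines and any RAD21 degradation. The odds ratio of these regions was 1.21 (two-sided Fisher's exact p-value 0.172), against 3.12 for regions gained from 1 h to 10 h among WT lists named with input. Gained regions absent from the untreated RAD21 lists had 4.30 and those present in them 1.83. GC content alone would have brought the odds ratio at 10 h to about 1 with a matched background, but it stayed at 2.23, from 2.08 to 2.40 over repeated draws of the matched background, while the swapped-flank control was at 1.04. A hypothesis in line with these values is that part of the gain at 10 h lies at p53-bound elements. Binding itself was not measured here, and other sequence properties, depth and the width of peaks were not excluded. At 1 h, where 38 gained regions held an element, the matched odds ratio was 1.54 and moved from 1.03 to 2.42 over the draws. The unadjusted Fisher's exact p-value was under 0.05 in 28 of the draws, so GC content and p53 elements cannot be told apart there.

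Regions called in all lists were also tested by rank. The 240 with an element rose in WT at 10 h by a median of 0.193 (fry adjusted p-value 2.60e-05) and by 0.199 with the peak name term (0.00360), whereas the 367 with the control sequence did not pass the threshold in either fit. In WT at 1 h the median was 0.0657 (fry adjusted p-value 0.0201). The adjusted p-value was 0.129 with the term, 0.00634 with ranks adjusted for GC content and width, 0.0868 with the replicate block and 0.694 when ranked by fold. The term rests on 1 list of each form, so a rise in WT at 1 h is neither shown nor excluded. In the RAD21 line at 1 h the term leaves the changes as they are, and no rise was shown without it (fry adjusted p-value 0.739) or with it (0.669). There 123 of the 240 regions ranked higher, which does not exclude a small rise. For the difference between the lines the fry adjusted p-value was 0.0523 without the term, 0.129 with it, 0.0868 with the block and 0.694 when ranked by fold, but 0.00661, toward a lower rank in the RAD21 line, with the adjusted ranks. With these the regions with the control sequence also fell in the RAD21 line at 1 h (0.0109), while their difference between the lines was not past the threshold (0.108). The difference therefore depends on the setting and its explanation stays open.

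H3K4me1 lists at 1 h reached smaller p-values at lower folds than the other H3K4me1 lists, with a highest −log10 p-value of 641 and 404 against 94.4 to 133. A greater depth would raise the lowest background of both 1 h lists above that of the other 4. For broad peaks this background is only approximate, since their values are averaged over the region. The lower of the 1 h values was 3.34 and the highest of the others 2.69, which would go with more reads in the 1 h libraries, of the ChIP or of the input. The lists hold no read totals to tell these from each other, and an effect of Nutlin-3a on H3K4me1 was not separated from it.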
